A study of Homo sapiens with 6 samples. Its data were reported in "The Simultaneous Treatment of PC-3 Cells with the DNA-Demethylating Agent Decitabine and S-Adenosylmethionine Leads to Synergistic Anticancer Effects" (2024).

How the data were processed

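RNA from PC-3 prostate carcinoma cells was sequenced after treatment with SAM or vehicle, 3 libraries per group. According to the labels, RNA was isolated with a Peq-Gold kit, TruSeq RNA libraries were made from 500 ng of RNA, and these were read on a HiSeq2000. The submitters' processing notes name CASAVA 1.8.2, FastQC 0.10.0, STAR 2.4, SAMtools 0.1.19, HTSeq 0.6.1 and DESeq2 1.8, and the builds hg19 and mm10, without the role of each. The study's text describes another SAM dose, RNA kit, sequencer and reference for its RNA sequencing than the labels give for these libraries. The labels were followed. Its decitabine and combination arms were not analysed here.

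The authors deposited a table of raw counts per Ensembl gene and a table of normalised values. The deposited normalised signal is the count divided by 1 size factor per library, between 0.562 and 1.75. Both tables list 57396 genes, of which 26522 had no count in any library. Of these genes, 3413 carry an Ensembl identifier without a gene name and are named by that identifier. They took 0.468 to 0.619% of the counts per library. Coordinates are printed as the deposited table gives them. Of 51488 identifiers shared with GENCODE release 44 on GRCh38, 99.9% overlap that gene, so the coordinates belong to GRCh38. The counts themselves may rest on an older annotation. Whether strand was used in counting is not given in the sources used here, so antisense and overlapping genes cannot be told from their partners.

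The counts were tested in edgeR 4.0.16 with glmQLFit and glmQLFTest (R 4.3.3), after filterByExpr, which kept 15312 genes with 99.9% of the counts, and TMM scaling. The design had the treatment alone. Tests were two-sided, with Benjamini-Hochberg adjusted p under 0.05 as the threshold. Levels are CPM with TMM-scaled library sizes, given as mean ± SD, and each SE is the absolute log2 fold change divided by the square root of the F statistic. The biological coefficient of variation was 13.5%. Library shares carry 95% Wilson intervals. Depth ranged over 3.09-fold, which limits the precision of low genes mainly in control 1 and SAM 2.

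A total of 41 gene lists was fixed before the data were examined, from textbook knowledge, from themes of the study's enrichment results on its SAM samples, or from gene names in its text. Lists with at least 5 tested members were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. Genes named in the report follow a rule fixed at the same time. The first part takes the 12 largest rises and 12 largest falls among called genes with a mean log2 CPM of at least 2 and no overlap between the groups, without symbols that name uncharacterised loci or small RNAs. The second takes up to 4 called members per list with the smallest p, and the third TP63, IFIT5 and STC2. Some genes that the rule selects are not reported here. Further called members appear by name only, to complete a count, and were chosen after their values were seen.

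The fit was tested on simulated counts of the SAM against control comparison, drawn from the means and sizes of these libraries for the 15312 tested genes, of which 15130 passed the filter in the simulation. It recovered 26.9% of 67 genes changed 1.5-fold, 79.1% of 67 changed 2-fold and 95.5% of 66 changed 4-fold. Of 15082 unchanged genes, those removed by the filter included, 15 were called, 9.93% of the calls, and over 10 further simulations the false share averaged 8.19%. A list of 30 genes changed 1.3-fold was called and 0 of 40 unchanged lists were. The draws used means and sizes and no correlation between genes. In the data that correlation was estimated at up to 0.84, for cytosolic ribosomal proteins. The simulation therefore cannot tell how often camera calls unchanged lists in these libraries. Libraries of a group were checked for duplicates by a chi-square of their counts, which exceeded sampling noise by 5.06 to 62.5 times per degree of freedom, so no library was merged with another.

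The alternatives fixed before the data were examined were RLE factors, upper-quartile factors, library totals only, no filter on low counts, a filter of at least 1 CPM in 3 libraries, robust dispersion, DESeq2 1.42.0, limma voom, limma with a trend on log2 of the deposited normalised values plus a pseudocount of 1, the replicate number as a block, each library left out, and an adjusted p under 0.01. A term for control 1 and SAM 2, their removal, the removal of a per-library trend on transcript length and GC content, thinning to 9379258 counts per library, and the removal of CTD-2328D6.1 were added after the data were seen. GC content was that of the longest GENCODE transcript, available for 97.2% of tested genes. Transcript length was available for 98.0% of them. Figures were drawn with matplotlib 3.10.9.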

Results

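Messenger RNA was sequenced from PC-3 cells, an established line derived from a metastasis of a prostate carcinoma. Cultures received S-adenosylmethionine (SAM), the methyl donor of most cellular methylation reactions, at 160 µM or vehicle for 5 days. Each group held 3 libraries. The comparison asks which transcripts differ between cells kept with the methyl donor and cells kept without it. The libraries held 9379258, 21768273 and 19985193 gene counts in control 1 to 3, and 28995160, 12020601 and 15467639 in SAM 1 to 3. A floor of 3 counts corresponds to between 0.103 CPM (counts scaled to library size) in SAM 1 and 0.320 CPM in control 1. Nothing in the labels says that the replicates came from separate cultures. The p-values below therefore measure the spread between these libraries, which may be technical.

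A pair of libraries, 1 in each group, stood apart in composition. CTD-2328D6.1 (ENSG00000226958, chromosome X, positions 109054131 to 109054562 in GRCh38) took 1.18% of the counts in control 1 (95% Wilson interval 1.17 to 1.18%) and 1.56% in SAM 2 (1.55 to 1.56%). Its share was between 0.0324% and 0.0636% in the other 4 libraries. Both mitochondrial rRNA genes together took 0.700% in control 1 and 0.863% in SAM 2, against 0.431 to 0.499% elsewhere. These intervals cover counting error only. The SAM and control groups overlapped in both shares. By transcript length and GC content SAM 3 stood apart, with a slope of log2 CPM of 0.18 per 10 percentage points of GC, against -0.07 to -0.01 in the other 5 libraries, and of -0.09 per doubling of length, against -0.02 to 0.04. The share of CTD-2328D6.1 was 0.431% ± 0.644 (SD, n = 3) in controls and 0.542% ± 0.880 (SD, n = 3) with SAM. Mitochondrial mRNAs took 1.35% ± 0.150 of counts in controls and 1.41% ± 0.226 with SAM (SD, n = 3). The exact permutation test gave p = 1 and p = 0.7 for these shares, two-sided, where 3 against 3 libraries cannot go below 0.1.

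**Figure D1:**
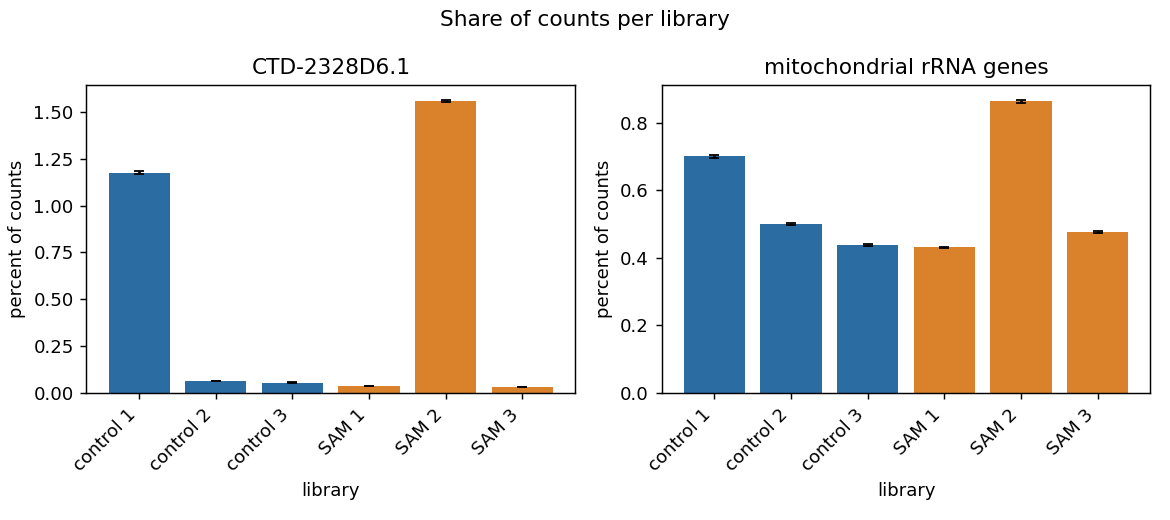
Percent of gene counts (vertical axes) taken by CTD-2328D6.1 and by the mitochondrial rRNA genes in each of the 6 libraries (horizontal axes), with controls in blue, SAM in orange and 95% Wilson intervals as error bars. Control 1 and SAM 2 reach 1.18% and 1.56% for CTD-2328D6.1, and the other libraries reach at most 0.0636%.

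PPBP (ENSG00000163736, chromosome 4, positions 73987038 to 73988197), a neutrophil chemokine of platelets, rose from 0.685 ± 0.0415 to 13.4 ± 7.31 CPM (SD, n = 3), a log2 fold change of 4.29 (SE 0.43). PI3 (ENSG00000124102, chromosome 20, positions 45174876 to 45176544), which encodes the elastase inhibitor elafin, rose from 27.0 ± 1.57 to 151 ± 26.5 CPM, and CXCL5, another neutrophil chemokine, rose from 18.9 to 103 CPM. MUC5B (ENSG00000117983, chromosome 11, positions 1223066 to 1262172), a gel-forming mucin, fell from 23.1 ± 4.55 to 5.55 ± 1.03 CPM (log2 fold change -2.10, SE 0.19). BMP3, a bone morphogenetic protein, IL33, an alarmin cytokine, and IGFBP5, an insulin-like growth factor binding protein, fell by 2.09, 2.04 and 2.01 on the log2 scale.

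Among 15312 genes tested with edgeR's quasi-likelihood test, 795 were higher and 803 lower with SAM at a Benjamini-Hochberg adjusted p under 0.05. Of these 1598 genes, 250 differed at least 2-fold, 126 upward and 124 downward. In each of the 1598 genes all SAM libraries lay on one side of all control libraries. That held for 36.7% of all tested genes, and chance gives 10%. With library totals as the only scaling, 608 genes were higher and 961 lower. The counts depended on single libraries. The number of genes called was 255, 222 and 139 without control 1, 2 and 3, and 215, 3233 and 2499 without SAM 1, 2 and 3. Without both control 1 and SAM 2, 446 genes were higher and 508 lower. Of 131 called genes that the rule for named genes selects, 51 stayed called without each library in turn. The call was lost in 64, 66 and 76 of them without control 1, 2 and 3, and in 70, 4 and 2 without SAM 1, 2 and 3.

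The 12 largest rises also held IL13RA2 and IL1R2, decoy receptors for interleukins, BCL2A1, an anti-apoptotic BCL2 relative, IL37, an anti-inflammatory cytokine, and the metalloprotease ADAMTS1. IL13RA2 rose from 3.62 to 20.2 CPM and ADAMTS1 from 13.7 to 47.3 CPM. SERPINB2, the plasminogen activator inhibitor of type 2, averaged 3.83 ± 0.424 CPM in controls and 23.3 ± 22.4 CPM with SAM, where the spread was nearly as large as the mean. Its call was lost with robust dispersion, with limma voom and without control 1, 2 or 3 (edgeR adjusted p up to 0.121). The 12 largest falls also held TENM4, a teneurin (10.2 to 2.85 CPM), NALCN, a sodium leak channel (10.1 to 3.49 CPM), and ANKRD1, a target of YAP (33.8 to 11.8 CPM). Of the 24 genes, 19 stayed called when each library was left out in turn. Besides SERPINB2, KRTAP2-3 was lost without control 3, PLEKHG1 and TCP11L2 without SAM 1, and APOL6 without control 1, 2 or 3 or SAM 1, with adjusted p up to 0.0922.

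**Figure D2:**
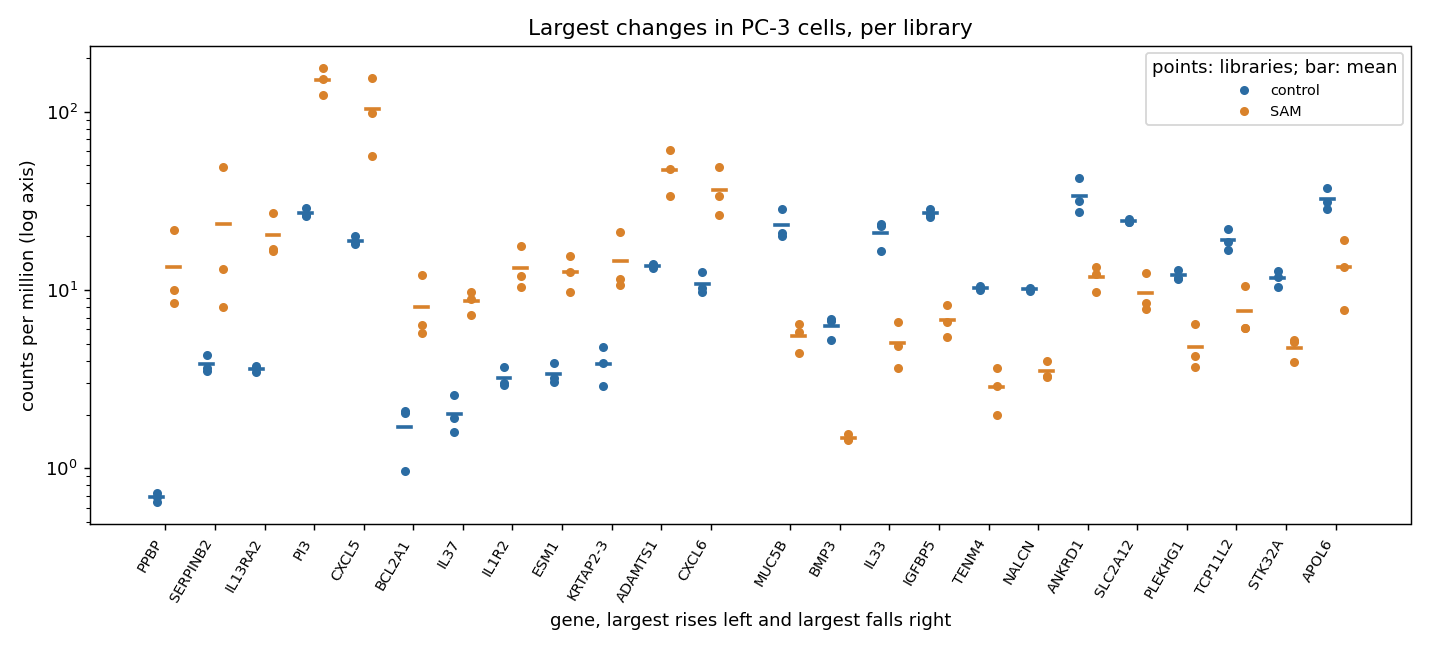
CPM on a log axis (vertical) for the 12 largest rises and the 12 largest falls (horizontal axis), with controls in blue and SAM in orange, points for the 3 libraries of a group and bars for their mean. The SAM libraries of PI3 average 151 CPM against 27.0 CPM in controls, and those of MUC5B 5.55 CPM against 23.1 CPM.

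Among neutrophil chemokines and cytokines controlled by NF-kB, more members rose than fell. Of 32 tested members, 14 rose, 2 fell and 16 did not pass, and the median log2 fold change was 0.60. With 1 library left out that median ran from 0.38 without SAM 1 to 0.79 without SAM 3. Rises included CXCL1, CXCL2, CXCL3, CXCL6, CXCL8 and IL1B, and the falls were IL33 and TNFAIP2. The list was called by camera with a preset correlation (adjusted p = 7.1e-11), with an adjusted p = 0.262 with an estimated correlation. Antimicrobial and acute-phase secreted proteins rose in 7 of 10 members, with none falling (median 1.07, camera adjusted p = 2.8e-15, adjusted p = 0.177 with an estimated correlation). LCN2, an iron-siderophore-binding protein, rose from 460 ± 8.09 to 886 ± 79.3 CPM, DMBT1, a mucosal scavenger receptor, from 19.1 to 42.7 CPM, and CLU, a secreted chaperone, from 31.8 to 71.6 CPM. Keratins and cornified envelope genes rose in 9 of 24 members and fell in 1 (median 0.25, camera adjusted p = 4.2e-05, adjusted p = 0.177 with an estimated correlation). With 1 library left out the keratin median ran from 0.28 without control 3 to 0.48 without SAM 2, and it was 0.14 when thinned. KRT75 rose from 270 to 535 CPM. KRT6A and KRT6B rose by 1.72 and 1.04 on the log2 scale, and their near-identical copies make the division of reads between them uncertain. The one fall was PPL, periplakin, and falls numbered 4 without SAM 3, 3 with the length and GC trend removed and 0 without control 1, 2 or 3 or SAM 1. Adjusted over the list alone, 16 members of the chemokine and cytokine list, 8 of the antimicrobial list and 10 of the keratin list were higher, and 2, 0 and 1 were lower. The rises include SERPINB2 in the keratin list and IL13RA2, IL1R2 and BCL2A1 in the chemokine and cytokine list. These 3 lists follow themes the study drew from its SAM samples, so they are not taken as independent evidence of direction. Without control 1, 2 and 3, and SAM 1, 2 and 3, rises in the chemokine and cytokine list numbered 7, 10, 7, 9, 15 and 20. Those in the antimicrobial list numbered 6, 6, 5, 6, 8 and 7, and those in the keratin list 5, 5, 4, 7, 10 and 10.

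Cytosolic heat shock proteins rose in 11 of 23 members and fell in none (median 0.42, camera adjusted p = 4.7e-09, adjusted p = 0.266 with an estimated correlation). HSPA8, the constitutive HSP70 chaperone, rose from 930 ± 34.9 to 1955 ± 255 CPM. HSPA1A and HSPA1B rose by 1.15 and 0.98, but these near-identical copies share reads and their separate values are uncertain. This list also follows a theme the study drew from its SAM samples and is not taken as independent evidence, and adjusted over the list alone 13 members were higher. DNA replication genes rose in 10 of 41 members and fell in none (median 0.22, camera adjusted p = 1.5e-05, adjusted p = 0.367 with an estimated correlation, 13 higher when adjusted over the list alone). FEN1, a flap endonuclease, rose from 114 to 161 CPM and RRM2, a ribonucleotide reductase subunit, from 199 to 282 CPM. Mitosis genes rose in 6 of 40 members and fell in 1 (median 0.18, camera adjusted p = 0.0052, adjusted p = 0.533 with an estimated correlation, 9 higher and 1 lower when adjusted over the list alone). CDC20, an activator of the anaphase-promoting complex, rose from 139 to 227 CPM, while NDC80, a kinetochore protein, fell. Without SAM 1 this list was no longer called (adjusted p = 0.0530, over the alternatives 0.00055 to 0.533). FEN1 and RRM2 lost their calls without control 1, 2 or 3 or SAM 1, with adjusted p up to 0.108 and 0.111. Without control 1, 2 and 3, and SAM 1, 2 and 3, the rises numbered 5, 5, 4, 5, 14 and 12 for heat shock proteins, 0, 0, 0, 0, 15 and 14 for replication and 1, 1, 1, 1, 10 and 10 for mitosis. The replication list kept medians of 0.20 to 0.23 without control 1, 2 or 3 or SAM 1 (camera adjusted p up to 9.3e-05). In the same fits the medians were 0.29 to 0.38 for heat shock proteins and 0.12 to 0.20 for mitosis.

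Nuclear-encoded oxidative phosphorylation genes were higher in 70 of 72 members, and NDUFB3 and CYC1 passed by themselves (median 0.29, camera adjusted p = 1.3e-07, adjusted p = 0.533 with an estimated correlation). None passed when adjusted over the list alone. Without SAM 2, 46 members passed, without SAM 3, 4 did, with a term for control 1 and SAM 2, 20 did, and without control 1, 2 or 3 or SAM 1, 0 did (edgeR). The 13 mitochondrially encoded members did not pass as a list (camera adjusted p = 0.831, median -0.12), and 0 of them passed by edgeR, 1 fell without SAM 2 and 2 fell without SAM 3. With 1 library left out their median ran from -0.18 without control 3 to -0.02 without SAM 1. It was 0.003 with the length and GC trend removed. Cytosolic ribosomal protein genes were higher in 67 of 77 members, and RPSA and RPS26 passed (median 0.13, camera adjusted p = 0.034, adjusted p = 0.862 with an estimated correlation, 1 higher when adjusted over the list alone). That call was lost without control 1 (adjusted p = 0.176), control 3 (0.0658), SAM 1 (0.0768) or SAM 3 (0.892) and when the length and GC trend was removed (0.197), and without SAM 2 the adjusted p was 2.7e-06. By edgeR 14 members rose without SAM 2 (median 0.25), 1 rose and 3 fell without SAM 3 (median 0.02), and 0 passed without control 1, 2 or 3 or SAM 1. In those last fits the ribosomal median ran from 0.08 without control 1 to 0.19 without control 2. Cancer-testis antigens rose in 2 of 5 tested members, MAGEA6 and MAGEA3, whose sequences are so alike that reads cannot be assigned with certainty (median 0.35, camera adjusted p = 0.042, adjusted p = 0.367 with an estimated correlation). Adjusted over the list alone, both were higher. The list was not called without control 1 (adjusted p = 0.0939), SAM 1 (0.0879) or SAM 2 (0.0639), nor with a term for control 1 and SAM 2 (0.0517), and over the alternatives its adjusted p ran from 0.0319 to 0.367. MAGEA6 and MAGEA3 lost their own calls without control 1, 2 or 3 or SAM 1 (adjusted p up to 0.175).

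Among targets of ATF4, the transcription factor of the amino acid response, more members fell than rose. Of 39 tested members, 22 fell, 1 rose and 16 did not pass, and 32 were lower and 1 higher when adjusted over the list alone (median -0.46, camera adjusted p = 1.3e-14, adjusted p = 0.268 with an estimated correlation). INHBE, an inhibin subunit, fell from 4.82 to 1.36 CPM and STC2, stanniocalcin, from 550 ± 22.2 to 295 ± 55.1 CPM (log2 fold change -0.90, SE 0.13). The aminoacyl-tRNA synthetases CARS, SARS, WARS, MARS and EPRS and the serine enzyme PSAT1 were among the falls. ATF5, a related transcription factor, rose from 49.0 to 83.2 CPM. Methionine cycle and transsulfuration genes fell in 4 of 14 members (median -0.24, camera adjusted p = 0.020, adjusted p = 0.262 with an estimated correlation), and 2 were higher and 6 lower when adjusted over the list alone. NNMT, which uses SAM to methylate nicotinamide, fell from 34.7 ± 2.34 to 17.9 ± 1.60 CPM. CBS, the entry enzyme of transsulfuration, fell from 47.6 ± 3.32 to 22.2 ± 8.39 CPM, and CTH, the next enzyme of that pathway, fell by 0.66 on the log2 scale. CBS and CTH were not called without control 1, 2 or 3, nor CTH without SAM 1, with adjusted p up to 0.0953 and 0.113, while NNMT, STC2 and INHBE stayed called without each library. Without control 1, 2 and 3, and SAM 1, 2 and 3, the falls among ATF4 targets numbered 5, 4, 2, 5, 27 and 31, with list medians from -0.51 to -0.38, and those in the methionine list 1, 1, 1, 2, 6 and 4. The methionine list median ran from -0.28 without SAM 1 to -0.15 without SAM 3, where 1 member rose. It was -0.13 with the length and GC trend removed, where 1 member rose too.

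Cyclin-dependent kinase inhibitors and FoxO targets fell in 11 of 22 members and rose in none (median -0.51, camera adjusted p = 1.6e-07, adjusted p = 0.177 with an estimated correlation, 13 lower and 1 higher when adjusted over the list alone). CCNG2, an atypical cyclin, fell from 37.4 to 21.7 CPM and CDKN2B, an inhibitor of CDK4 and CDK6, from 93.1 to 53.3 CPM. DDIT4 and SESN2, which restrain mTORC1, are also members of the ATF4 list. TGF-beta and BMP signalling genes fell in 8 of 29 members and rose in 1 (median -0.13, camera adjusted p = 1.8e-05, adjusted p = 0.250 with an estimated correlation, 10 lower and 1 higher when adjusted over the list alone). The falls were BMP3, INHBE, FST, INHBB, SMAD6, GDF15, TGFB2 and SKIL, which include inhibitors of the pathway such as FST and SMAD6, and the rise was ID3. Notch signalling genes fell in 5 of 21 members and rose in 1 (median -0.13, camera adjusted p = 0.042, adjusted p = 0.268 with an estimated correlation, 5 lower and 2 higher when adjusted over the list alone), with NOTCH3, a receptor, falling from 121 to 64.1 CPM. Leaving out control 2 (adjusted p = 0.0552), SAM 1 (0.0717) or SAM 3 (0.0806) ended that call, and over the alternatives its adjusted p ran from 0.0042 to 0.268. These 3 lists follow themes the study drew from its SAM samples and are not taken as independent evidence. Without control 1, 2 and 3, and SAM 1, 2 and 3, falls numbered 4, 2, 2, 4, 12 and 11 for kinase inhibitors, 5, 5, 5, 6, 11 and 9 for TGF-beta and BMP signalling and 2, 2, 1, 1, 5 and 5 for Notch signalling. Rises without SAM 3 numbered 0, 2 and 3. With 1 library left out the TGF-beta and BMP median ran from -0.23 without SAM 1 to -0.11 without SAM 3. The Notch median ran from -0.17 without SAM 3 to -0.09 without SAM 2.

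Integrins and collagens fell in 12 of 38 members and rose in 1 (median -0.24, camera adjusted p = 4.2e-06, adjusted p = 0.367 with an estimated correlation, 15 lower and 1 higher when adjusted over the list alone). COL5A2, a fibrillar collagen chain, fell from 48.2 to 22.8 CPM and ITGB6, an integrin subunit, from 65.7 to 34.5 CPM, while LAMB3, a laminin chain, rose. Semaphorins, netrins, plexins and neuropilins fell in 9 of 30 members and rose in 2 (median -0.28, camera adjusted p = 0.00039, adjusted p = 0.367 with an estimated correlation, 13 lower and 2 higher when adjusted over the list alone). The semaphorin median was -0.16 with the length and GC trend removed (camera adjusted p = 0.00094). With 1 library left out it ran from -0.31 without SAM 2 to -0.20 without SAM 3. SEMA3A, a repulsive guidance factor, fell from 89.6 to 46.7 CPM and its receptor NRP1 from 847 to 545 CPM, and the rises were SEMA7A and SEMA3B. SEMA3A was not called without SAM 1 (adjusted p up to 0.0547), nor NRP1 without control 1, control 3 or SAM 1 (up to 0.0743). Both lists follow themes the study drew from its SAM samples and are not taken as independent evidence. Without control 1, 2 and 3, and SAM 1, 2 and 3, falls numbered 4, 5, 3, 5, 18 and 15 for integrins and collagens, 2, 3, 1, 0, 11 and 13 for semaphorins and their partners, and 2, 1, 1, 1, 9 and 7 for junction genes. Of integrins and collagens 2 rose without SAM 3 and 4 rose with the length and GC trend removed. Epithelial junction genes fell in 6 of 27 members and rose in none (median -0.19, camera adjusted p = 0.00042, adjusted p = 0.262 with an estimated correlation, 8 lower when adjusted over the list alone). CDH1 and CLDN1 are among 6 falls, of which CDH1 was not called without control 1, 2 or 3 or SAM 1 (adjusted p up to 0.141) and CLDN1 not without control 3 or SAM 1 (up to 0.0547). CLDN1, a tight junction claudin, fell from 114 to 63.5 CPM and CDH1, E-cadherin, from 365 ± 22.3 to 267 ± 31.7 CPM. Prostate basal cell markers fell in 2 of 9 members, TP63 and ITGB4 (median -0.30, camera adjusted p = 0.021, adjusted p = 0.268 with an estimated correlation, 3 lower and 1 higher when adjusted over the list alone). Leaving out control 1 (adjusted p = 0.106), control 3 (0.0603) or SAM 1 (0.0613) ended that call, and over the alternatives its adjusted p ran from 0.0044 to 0.268. ITGB4 was not called without control 1 or control 3 (up to 0.0618) and TP63 not without control 3 or SAM 1 (up to 0.0638). Left out in the same order, the libraries gave 1, 2, 0, 1, 3 and 4 basal marker falls, and 1 rise without SAM 3.

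**Figure D3:**
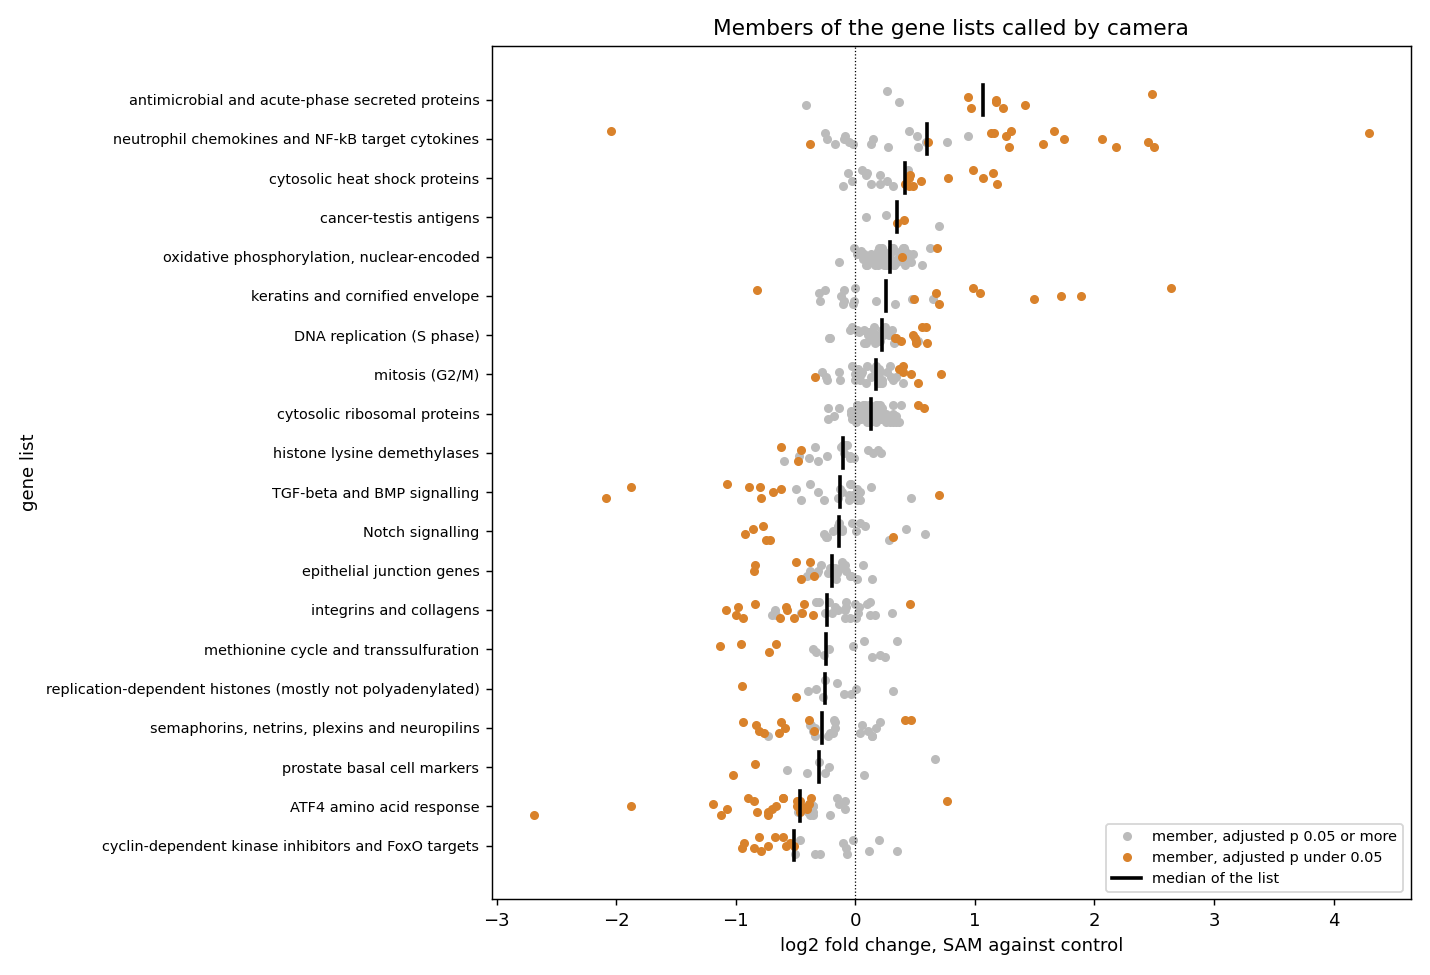
Log2 fold change of SAM against control (horizontal axis) for each tested member of the 20 gene lists called by camera (vertical axis), with members past an adjusted p under 0.05 in orange, others in grey and the list median as a black line. Medians run from -0.51 for cyclin-dependent kinase inhibitors and FoxO targets to 1.07 for antimicrobial and acute-phase secreted proteins.

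Histone lysine demethylases fell in 3 of 21 members, KDM5B, KDM4A and KDM5A (median -0.11, camera adjusted p = 0.032, adjusted p = 0.587 with an estimated correlation, 4 lower when adjusted over the list alone). This call was lost without control 1 (adjusted p = 0.0859), SAM 1 (0.0615) or SAM 3 (0.174) and when the length and GC trend was removed (0.162), and without SAM 2 the adjusted p was 0.0015. With 1 library left out the list median ran from -0.19 without SAM 2 to -0.07 without SAM 3. By edgeR 0 members passed without control 1, 2 or 3 or SAM 1, where KDM5B, KDM4A and KDM5A reached adjusted p of up to 0.0877, 0.119 and 0.195, and 7 passed without SAM 2. Replication-dependent histones fell in 2 of 11 members, also when adjusted over the list alone. They were HIST1H2AC and H1F0, the latter a replication-independent linker histone (median -0.25, camera adjusted p = 0.021, adjusted p = 0.533 with an estimated correlation). Without control 1, which with SAM 2 had higher levels of such transcripts, the median of this list was 0.15 and its adjusted p was 0.459. Its adjusted p was 0.134 without SAM 1, 0.0799 without SAM 3 and 0.00036 without SAM 2, where 1, 2 and 3 members fell. The histone median was -0.80 without SAM 2, -0.54 and -0.51 without control 2 and 3, and -0.02 without SAM 1 or SAM 3. H1F0 was not called without control 1, 2 or 3, SAM 1 or both control 1 and SAM 2 (adjusted p up to 0.135). DNA methylation writers, erasers and readers did not pass as a list (camera adjusted p = 0.879), with 2 rises and 1 fall, 2 and 3 without SAM 2, 2 and 2 without SAM 3 and 0 without another library. DNMT3A, a de novo DNA methyltransferase, fell from 32.1 ± 1.27 to 24.1 ± 0.839 CPM, while HELLS, a chromatin remodeller, and MBD3 rose by 0.41 and 0.44 on the log2 scale. Histone lysine methyltransferases held no member called by edgeR among 27, and the list did not pass (camera adjusted p = 0.467). With SAM 2 left out, 7 of them fell and 1 rose, and the list was called (camera adjusted p = 0.0467), while 1 rose and 1 fell without SAM 3 and 0 passed without another library. Polyamine synthesis and methionine salvage genes did not pass as a list (camera adjusted p = 0.0526), with 7 higher and 2 lower when adjusted over the list alone. In it ODC1, ornithine decarboxylase, rose from 437 ± 2.81 to 713 ± 70.3 CPM and AMD1, which decarboxylates SAM, rose from 89.3 to 121 CPM, while AZIN1 fell from 452 to 343 CPM. This list passed without control 2 (adjusted p = 0.0324) and without SAM 2 (0.0168), and its adjusted p without control 1 was 0.116. By edgeR it held 2 rises and 1 fall, 6 and 2 without SAM 2, 5 and 2 without SAM 3 and at most 1 and 0 without another library. DNMT3A, HELLS, MBD3, AMD1 and AZIN1 lost their calls without control 1, 2 or 3 or SAM 1 (adjusted p up to 0.187), and ODC1 without control 3 (0.0506). DNMT3A was also not called with the length and GC trend removed, and its log2 fold change ran from -0.44 to -0.25 over the alternatives. MBD3 was also not called with upper-quartile factors, with library totals only, with limma on the deposited normalised values or when thinned, and DNMT3A, HELLS, AMD1 and AZIN1 were not without both control 1 and SAM 2.

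In all, camera called 20 of the 38 lists that had at least 5 tested members, 9 upward and 11 downward. With the correlation estimated from these libraries it called 0, and 7 had an unadjusted p under 0.05. The self-contained test fry called 18. Without SAM 1, 13 were called. Other splits of the 6 libraries into 3 and 3, each of which keeps 2 libraries of a treatment together, gave up to 17 called lists and 0 called genes by edgeR.

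The remaining lists were not called. By camera, the adjusted p was 0.0782 for hypoxia and glycolysis (4 of 37 rose, 1 fell, adjusted p = 0.0432 without control 2 and 0.0319 without SAM 2), 0.157 for matrix proteases, the plasminogen system and inhibitors (5 of 28 rose, 2 fell), and 0.228 for cholesterol synthesis (1 of 25 rose, 1 fell). It was 0.250 for NRF2 targets (3 of 27 rose, 2 fell), 0.253 for the type I interferon response (1 of 38 rose, 5 fell) and 0.324 for p53 targets (2 of 28 rose, 5 fell). In the interferon list IFIT2 fell from 21.5 to 11.5 CPM and ISG15 rose from 65.6 to 96.2 CPM, and in the protease list MMP9, a gelatinase, rose from 8.04 to 16.1 CPM. The value was 0.350 for prostate luminal and androgen-regulated markers (3 of 14 fell), 0.729 for mesenchymal genes (1 of 17 rose, 2 fell) and 0.827 for endoplasmic reticulum chaperones (2 of 27 rose, 1 fell). It was 0.831 for neuroendocrine markers (1 of 5 fell), 0.875 for cytosolic nucleic acid sensing (1 of 18 rose, 1 fell) and 0.879 for immediate early genes (3 of 22 rose, 4 fell). The neuroendocrine list had a median of 0.04 and a mean of -0.10, so its median differed in sign from its mean and its test. That median was negative without control 1 (-0.14), control 3 (-0.05), SAM 2 (-0.03) or SAM 3 (-0.19). It was 0.02 without control 2 or SAM 1, and -0.03 with the length and GC trend removed. Of mesenchymal genes VIM, vimentin, rose by 0.52 and SPARC, a matrix glycoprotein, fell by 1.03 on the log2 scale. Neither was called without control 1, 2 or 3 or SAM 1, nor VIM without both control 1 and SAM 2 or SPARC when thinned (adjusted p up to 0.124 and 0.113). ISG15 was also lost without control 1, 2 or 3 or SAM 1 (up to 0.0925), and IFIT2 and MMP9 stayed called under each alternative. With SAM 2 left out, rises and falls numbered 6 and 2 for hypoxia, 6 and 2 for proteases, 4 and 1 for cholesterol, 9 and 3 for NRF2, 5 and 7 for interferon and 4 and 5 for p53. With SAM 3 left out they numbered 4 and 3, 6 and 6, 3 and 2, 4 and 2, 2 and 5, and 3 and 5. For luminal, mesenchymal, chaperone, neuroendocrine, sensing and immediate early genes they were 1 and 2, 1 and 2, 2 and 5, 1 and 1, 3 and 1, and 3 and 5 without SAM 2. Without SAM 3 they were 2 and 4, 3 and 2, 2 and 4, 0 and 2, 3 and 2, and 5 and 4. When control 1, 2 or 3 or SAM 1 was left out, 3 or 4 proteases, 1 p53 target and 1 immediate early gene rose and no member of the other 9 lists did. Falls then numbered 1 for interferon, luminal and immediate early genes, 1 or 2 for p53 targets, at most 1 for NRF2 and 0 for the rest.

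Few markers of other cell types were abundant enough to test, and those called, CD68, CORO1A and TIE1, rose. Of leukocyte markers, 6 of 16 were abundant enough to test, and CD68 and CORO1A rose. The list was not called by camera (adjusted p = 0.228), although fry called it upward (adjusted p = 0.048). CD68, a lysosomal protein, averaged 0.438 ± 0.148 CPM in controls and 1.21 ± 0.333 CPM with SAM, and its call was lost when any single library was left out (adjusted p up to 0.198, without control 3). CORO1A, an actin-binding protein, averaged 4.31 CPM in controls and 6.44 CPM with SAM. It was not called without control 1, 2 or 3, SAM 1 or both control 1 and SAM 2, nor with library totals only, DESeq2, the length and GC trend removed or thinning (up to 0.197). No untested leukocyte marker exceeded 0.551 CPM in a library. Of endothelial markers 3 were tested and TIE1 rose from 3.25 to 5.72 CPM, a call lost without control 2, control 3 or SAM 1 (up to 0.134). Among fibroblast markers 2 were tested and 0 passed, and among metallothioneins 3 were tested and 0 passed by edgeR, although 2 were higher without SAM 2 and when adjusted over the list alone. These 3 lists were too small for a list test.

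Of the genes the study names in its text, 15 were tested, 2 fell and 0 rose, and the list was not called (camera adjusted p = 0.0968, but 0.0485 without SAM 3). TP63 (ENSG00000073282, chromosome 3, positions 189631416 to 189897279), the basal cell transcription factor, fell from 55.7 ± 3.05 to 27.6 ± 7.56 CPM (log2 fold change -1.02, SE 0.16, edgeR adjusted p = 0.0077). It was not called without control 3 or SAM 1 (adjusted p up to 0.0638), and its log2 fold change ran from -1.26 to -0.91 over the alternatives. STC2 (ENSG00000113739, chromosome 5, positions 173314713 to 173329503) fell as given above and stayed called under each alternative (edgeR adjusted p = 0.0066). IFIT5 (ENSG00000152778, chromosome 10, positions 89414586 to 89421001), an interferon-induced RNA-binding protein, averaged 17.2 ± 3.03 CPM in controls and 12.8 ± 1.44 CPM with SAM and did not pass (log2 fold change -0.40, SE 0.15, edgeR adjusted p = 0.11).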

Values the study reported

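The study reported that SAM alone changed the expression of 605 genes in PC-3 cells, 342 downward and 263 upward. For the region upstream of IFIT5 it gave a methylation level of 36% in untreated cells and 70% after SAM. For the region upstream of TP63 it gave 73% in untreated cells and almost 90% after SAM.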

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

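The fits with a term for control 1 and SAM 2, without both of these libraries, with the length and GC trend removed, with thinning to equal depth and without CTD-2328D6.1 were chosen after the data were seen. Against 795 genes higher and 803 lower, 1402 and 1341 were called with no filter on low counts, where 30874 genes were tested, and 126 and 127 at an adjusted p under 0.01. A term for control 1 and SAM 2 gave 1256 and 1246, and removing the length and GC trend gave 1452 and 1459. Without both control 1 and SAM 2, which leaves 2 libraries per group, 446 and 508 were called. Leaving out 1 library gave 61 to 1661 genes higher and 78 to 1572 lower, lowest without control 3 and highest without SAM 2. The number changed at least 2-fold was 250, with 438 under no filter, 91 at an adjusted p under 0.01 and 63 to 437 when 1 library was left out. The cause of these differences was not tested, beyond the fewer libraries or more genes that the settings themselves bring. Under the other settings, the replicate block apart, these counts stayed within 1.5 times. With library totals only, 38.8% of calls were upward against 49.7%. No scaling moved the median log2 fold change of all genes by more than 0.1.

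Whether the replicate numbers pair the samples could not be decided. Deviations from the group means of same-numbered libraries correlated at -0.17, -0.40 and 0.13 across genes, and control 1 correlated best with SAM 2 (0.45). Since the group means include these libraries, what control 1 and SAM 2 share also pulls on the other correlations. It could hide a shared culture or day. Above 32 CPM, control 3 and SAM 3 correlated at 0.37, and control 1 with SAM 1 and control 2 with SAM 2 at -0.43 and -0.78. With the number as a replicate block, 440 genes were higher and 588 lower, and 957 of the 1598 genes were called in the same direction.

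Of 20 lists called by camera, 0 were called with an estimated correlation. Its adjusted p was 0.177 for antimicrobial proteins, kinase inhibitors and keratins, 0.250 for TGF-beta and BMP signalling, and 0.262 for chemokines, junctions and the methionine cycle. It was 0.266 for heat shock proteins, 0.268 for ATF4 targets, basal markers and Notch signalling, and 0.367 for replication, integrins, semaphorins and cancer-testis antigens. It was 0.533 for oxidative phosphorylation, mitosis and histones, 0.587 for demethylases and 0.862 for ribosomal proteins. With fry, which asks another question, 5 of these lists lost their call, demethylases (0.169), mitosis (0.083), oxidative phosphorylation (0.185), ribosomal proteins (0.538) and histones (0.240). It called luminal markers (0.033), leukocyte markers (0.048) and study-named genes (0.033). Cancer-testis antigens had an adjusted p of 0.062 with the replicate block, 0.0517 with the term for control 1 and SAM 2, 0.070 without both libraries, 0.172 with the length and GC trend removed and 0.065 when thinned. Removing that trend also ended the calls of demethylases (0.162) and ribosomal proteins (0.197). Polyamine genes were called with the term (0.031), without both libraries (0.026) and when thinned (0.0498), and hypoxia genes without both libraries (0.034).

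With 1 library left out, 13 to 22 lists were called. The adjusted p ranged from 0.0168 to 0.116 for polyamine genes, 0.0467 to 0.996 for histone methyltransferases, 0.00146 to 0.174 for demethylases and 0.0319 to 0.0939 for cancer-testis antigens. It ranged from 0.00055 to 0.0530 for mitosis, 0.0319 to 0.308 for hypoxia, 2.7e-06 to 0.892 for ribosomal proteins and 0.0054 to 0.0806 for Notch signalling. It ranged from 0.0125 to 0.106 for basal markers, 0.00036 to 0.459 for histones and 0.0485 to 0.146 for study-named genes. The lowest value was without SAM 2 in each of these except cancer-testis antigens, mitosis and study-named genes, where it was without SAM 3.

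No named gene changed direction under any setting. Of 131 named genes that were called, 51 stayed called under each setting run. Without control 1, 2 or 3, 64, 66 and 76 lost their call, and without SAM 1, 2 or 3, 70, 4 and 2 did. The replicate block lost 28, the removal of both libraries 27 and thinning 13. DESeq2 gave no adjusted p for 2 of the named genes. The simulated fit recovered 26.9% of genes changed 1.5-fold, so most changes of that size were missed in the simulation. In the data the called genes had a median absolute log2 fold change of 0.58, so smaller changes were called too. The share of such changes that was missed in the data is not known.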

Other observations

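The tests of transcript length per library, of leukocyte transcripts and of neighbouring genes were chosen only after the result was seen.

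With limma voom at an adjusted p under 0.05, 1676 genes were called. That is higher than the value quoted from the study above. The study lists the series that holds these libraries, together with another series, for its RNA sequencing data. It gives another dose, RNA kit, sequencer and reference than the labels, and whether its SAM samples are these libraries was not tested. By edgeR 255, 222, 139 and 215 genes were called without control 1, 2 or 3 or SAM 1, each lower than that value, and limma voom was not run without them.

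The 10 splits of the 6 libraries into 3 and 3 are too few for a share under 0.05. The real split called 795 genes higher and 803 lower by edgeR, and the highest number of any other split was 0 (1 of 10 splits gave as many). Between 58 and 1597 genes had an unadjusted p under 0.05 in the other splits, and no other tool was run on them. At least 2-fold changes numbered 250 in the real split and 0 in the others. For gene lists the real split gave 20 calls by camera, and the highest other gave 17, in each of the splits that put control 1 and SAM 2 together with control 2 or control 3. The splits that put them with SAM 1 or SAM 3 gave 9 and 1, and those that part them gave between 0 and 16. Each other split still holds 2 controls on one side and 2 SAM libraries on the other, so part of the treatment difference stays in it.

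Control 1 and SAM 2, 1 library of each group, deviated from their groups together (r = 0.84 across 6513 genes above 32 CPM, where genes are not independent replicates). Lower depth is argued against, since r stayed at 0.82 with all libraries thinned to equal depth. Transcript length and GC content do not remove it either (r = 0.84 after the trend was removed). Of 28 tested genes for RNA without a poly(A) tail, 23 (82.1%) lay above their group mean in both libraries, against 32.5% of all tested genes, with RN7SK higher by 3.21 and 4.35, RMRP by 3.40 and 4.55 and RPPH1 by 3.94 and 4.75 on the log2 scale. A candidate explanation is residual RNA without a poly(A) tail in these preparations, which leaves open why abundant mRNAs deviate too, and no biological explanation was tested since the pair crosses the groups.

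Genes that fell had longer transcripts than genes that rose, with medians of 3392 and 1893 nucleotides, and lower GC content, with medians of 46.7% and 54.1%. In the top length quintile of tested genes 277 fell and 70 rose, and in the bottom quintile 133 fell and 140 rose. The slope of log2 CPM per doubling of length ran from 0.01 to 0.04 in controls and from -0.09 to 0.03 with SAM, and the distance of the group means was 0.475 times the wider range within a group. SAM 3 alone had the slope of -0.09, and its slope per 10 percentage points of GC was 0.18 against -0.07 to -0.01 elsewhere, so the trend may come from length and GC bias that differs from library to library, although an effect of SAM on long transcripts stays open. With the length and GC trend removed, 1512 of the 1598 genes were called in the same direction.

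The rise of chemokine and antimicrobial genes and the fall of ATF4 targets involved 21 and 22 called genes. Leukocyte RNA in the SAM samples is argued against as the source of the rise, since the highest of PTPRC, TYROBP, LYZ and FCER1G in a SAM library was 0.414 CPM, against 0.551 CPM in a control, although CD68 (0.438 to 1.21 CPM) and CORO1A (4.31 to 6.44 CPM) rose and fry called the leukocyte list upward (adjusted p = 0.048). With the length and GC trend removed, 100% of the 43 calls were kept. A term for control 1 and SAM 2 also kept 100%. That pair holds 1 library of each group, so the term is balanced and can hardly move a fold change. Keeping the calls under it therefore does not test the pair as their source. Without both libraries, which leaves 2 per group, 19 rises and 14 falls stayed called (76.7%). The chemokine, antimicrobial and ATF4 list medians were then 0.60, 1.11 and -0.49, against 0.60, 1.07 and -0.46 in all libraries. The changes in these lists were about as large without control 1 and SAM 2, which argues against this pair as their source. Leaving out control 3 alone left 7 rises in the chemokine list, 5 rises in the antimicrobial list and 2 falls in the ATF4 list. Leaving out SAM 1 alone left 9, 6 and 5. In these fits the ATF4 medians were -0.43 and -0.38. The hypothesis that SAM itself changed these genes remains, and a difference in culture that goes with the treatment could not be tested in this design.

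The hypothesis that neighbouring called genes share their direction was tested on adjacent called genes with separate gene bodies at most 100 kb apart. Of 276 pairs 182 had the same sign (65.9%), above the 95th percentile of 55.1% in 10000 shuffles of the signs (one-sided permutation p = 0.0001, the smallest they can give). Gene families in tandem, such as the CXCL chemokines, are among the pairs and may share reads, which was not separated. The shuffles also took no account of GC content, in which rises and falls differed (medians 54.1% and 46.7%). Whether neighbours share a sign through GC content was not tested. Whole chromosomes did not shift, since the median log2 fold change farthest from 0 was -0.10 on chromosome 18.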
